# Small Molecule Antagonists of the Wnt/Beta-Catenin Signaling Pathway Target Breast Tumor-Initiating Cells in a Her2/Neu Mouse Model of Breast Cancer

**DOI:** 10.1371/journal.pone.0033976

**Published:** 2012-03-28

**Authors:** Robin M. Hallett, Maria K. Kondratyev, Andrew O. Giacomelli, Allison M. L. Nixon, Adele Girgis-Gabardo, Dora Ilieva, John A. Hassell

## Abstract

**Background:**

Recent evidence suggests that human breast cancer is sustained by a minor subpopulation of breast tumor-initiating cells (BTIC), which confer resistance to anticancer therapies and consequently must be eradicated to achieve durable breast cancer cure.

**Methods/Findings:**

To identify signaling pathways that might be targeted to eliminate BTIC, while sparing their normal stem and progenitor cell counterparts, we performed global gene expression profiling of BTIC- and mammary epithelial stem/progenitor cell- enriched cultures derived from mouse mammary tumors and mammary glands, respectively. Such analyses suggested a role for the Wnt/Beta-catenin signaling pathway in maintaining the viability and or sustaining the self-renewal of BTICs *in vitro*. To determine whether the Wnt/Beta-catenin pathway played a role in BTIC processes we employed a chemical genomics approach. We found that pharmacological inhibitors of Wnt/β-catenin signaling inhibited sphere- and colony-formation by primary breast tumor cells and primary mammary epithelial cells, as well as by tumorsphere- and mammosphere-derived cells. Serial assays of self-renewal *in vitro* revealed that the Wnt/Beta-catenin signaling inhibitor PKF118–310 irreversibly affected BTIC, whereas it functioned reversibly to suspend the self-renewal of mammary epithelial stem/progenitor cells. Incubation of primary tumor cells *in vitro* with PKF118–310 eliminated their capacity to subsequently seed tumor growth after transplant into syngeneic mice. Administration of PKF118–310 to tumor-bearing mice halted tumor growth *in vivo*. Moreover, viable tumor cells harvested from PKF118–310 treated mice were unable to seed the growth of secondary tumors after transplant.

**Conclusions:**

These studies demonstrate that inhibitors of Wnt/β-catenin signaling eradicated BTIC *in vitro* and *in vivo* and provide a compelling rationale for developing such antagonists for breast cancer therapy.

## Introduction

Recent findings suggest that human tumors exist as cellular hierarchies composed of tumorigenic and non-tumorigenic cells [1]. The occurrence of functionally-distinct tumorigenic cell compartments was demonstrated by separating tumor cells into different fractions based on their expression of cell surface markers, and transplanting the various fractions into immune-deficient mice [2]. Only some tumor cell fractions were capable of engrafting and eliciting tumor growth in mice, whereas others could not, even when large numbers of cells were transplanted suggesting that only a subset of tumor cells is capable of initiating tumor growth. Tumor-initiating cells (TICs), also commonly termed cancer stem cells, are thought to drive tumor growth, seed metastases and account for tumor relapse after remission [1]. In this model of tumor cell biology, TICs self-renew and differentiate giving rise to both tumorigenic and non-tumorigenic cells that make up the bulk neoplastic cell population. For example, human breast tumors can be fractionated into tumorigenic and non-tumorigenic cell populations based on their expression of the cell surface markers CD44 and CD24 [3]. Whereas only 0.01% of the bulk tumor cells were capable of seeding tumor growth in NOD/SCID mice, 0.5% of the CD44^+^CD24^−/low^: Lineage^−^ fraction was able to engraft and give rise to tumors. Furthermore, the tumor xenografts seeded by cells from the CD44^+^CD24^−/low^: Lineage^−^ fraction comprised the same cellular heterogeneity observed in the original tumor. TICs were originally identified in leukemia [2], and more recently in epithelial tumors of the breast [3], brain [4], prostate [5], gastro-intestinal tract [6], [7], skin [8], ovaries [9], and head and neck [10]. Hence TICs underlie a significant proportion of all malignancies.

The discovery of TICs has important implications for cancer therapy, namely that cancer treatments need to eliminate these cells to provide durable cure. Most current anticancer therapies were discovered based on their capacity to kill proliferating human tumor cell lines and to shrink xenografts in mice that were seeded by these same cell lines [11], [12]. However, tumor cell lines and their xenografts generally comprise relatively few TICs and as a result most current chemotherapies target the non-tumorigenic cells, which make up the bulk tumor mass. TICs possess increased chemotherapeutic resistance [13], [14], [15], [16], [17], [18], and decreased sensitivity to radiation therapy [19], [20], [21], properties that allow them to circumvent the killing effects of these commonly used anticancer agents. Hence TICs likely survive frontline cancer therapeutics and may account for cancer recurrence. The key to providing long-term cancer cure is to find a means to destroy TIC or abrogate their tumorigenicity thus eliminating tumor recurrence.

Identifying signaling pathways required for the survival and self-renewal of BTICs but not for their mammary epithelial stem cell counterparts may provide new molecular targets for anticancer drug discovery. However, studies of human BTICs have been confounded by their scarcity in tumors, the inability to isolate them as pure populations and means to readily culture them *in vitro* under conditions that maintain their tumorigenicity [2], [3], [4], [5], [6], [7], [10]. Additionally, most studies of human BTICs have not compared these cells to their normal stem cell counterparts. Such comparative analyses are likely necessary if we are to find therapies that selectively eradicate BTICs while sparing normal stem cells.

To overcome these limitations of human BTIC, we've investigated these cells in breast cancer-prone transgenic mice such as those that model ERBB2-positive breast cancer [22]. We found that mammary tumors of transgenic mice comprise ∼30% BTICs and that cells from these tumors can be propagated *in vitro* as non-adherent tumorspheres, which also comprise a similarly high fraction of BTICs [23]. We have also used these same culture conditions to propagate mouse mammary epithelial stem and progenitor cell cultures as non-adherent mammospheres, which serve as a normal stem/progenitor cell controls to compliment our studies of BTICs [23]. Here, we exploit the mouse breast cancer model to demonstrate that agents, which inhibit Wnt/Beta-catenin signaling, selectively target BTIC.

## Results

### Expression of Wnt/β-catenin signaling pathway components and target genes

Numerous previous studies have linked activation of Wnt/β-catenin signaling with breast cancer [21], [24], [25], [26], [27], [28], [29], [30], [31], [32], [33], [34]. 

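Total RNA of 3 tumorsphere cultures, 3 mammosphere preparations and 3 preparations of mammospheres induced to differentiate was hybridized to MOE430A Gene Chips, with 1 array per preparation and 9 arrays in all. The label of mammosphere array 858A carries the suffix R, whose meaning is not stated. Tumorspheres are non-adherent spheres grown from mammary tumors of Her2/Neu transgenic mice, and mammospheres are grown in the same stem cell medium from mammary glands of FVB/N mice. For differentiation the mammosphere cells were dispersed and plated on collagen, and the sample labels give 7 days in medium with serum. Erbb2, the mouse gene of the receptor after which the Her2/Neu model is named, had log2 intensities of 7.73, 7.66 and 7.49 in the tumorspheres, 7.23, 7.31 and 7.31 in the mammospheres and 7.43, 7.43 and 7.51 after induced differentiation (log2 fold change of tumorspheres against mammospheres 0.34, standard error 0.0784, adjusted p = 0.0128 from limma). Against mammospheres induced to differentiate, the log2 fold change of Erbb2 was 0.17 (adjusted p = 0.143 from limma), and the groups overlap. Whether its probe set also detects the transgene was not tested. The authors deposited probe set intensities on a linear scale that were already summarised and scaled between arrays, and the paper's text names GeneSpring but no summary method. The median intensity of an array was 84.0 to 88.6. Here 8.67, which is 10% of the median of all values, was added to each intensity before log2 was taken. The arrays were then quantile normalized, because their quartiles differed by up to 0.164 on the log2 scale. The 22626 probe sets other than Affymetrix controls were compared between the 3 groups in 1 limma fit with a trend of the variance on intensity, and an adjusted p under 0.05 was called a change. With 3 arrays per group, the number of arrays limits the precision. The standard errors given are limma's moderated ones, with 1 variance per probe set shared by the 3 groups. Where 1 group varies more than the others, they understate its spread. The codes of the tumorsphere arrays form a run of their own, apart from that of the 6 mammosphere arrays, and no date or batch is labelled. A difference between array runs and a difference between tumorspheres and the other cultures therefore cannot be told apart, while the mammosphere cultures with and without differentiation lie in 1 run.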

We sought to extend these findings by first investigating the expression of Wnt/β-catenin signaling pathway components in mouse tumorspheres, mammospheres, and mammospheres induced to differentiate *in vitro*, which we used as approximate *in vitro* models of BTICs, mammary epithelial stem and progenitor cells, and differentiated mammary epithelial cells, respectively. A microarray analysis of 3 independent tumorsphere cultures established from independent mouse mammary tumors and 3 separate preparations of mammospheres and mammospheres induced to differentiate *in vitro*, revealed that the transcripts of many Wnt/β-catenin signaling pathway genes were most highly expressed in tumorspheres relative to either mammospheres or mammospheres induced to differentiate (Fig. 1A). 

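Of the 33 gene lists, that of luminal epithelium had the largest median difference between tumorspheres and either mammosphere culture, while Wnt pathway genes moved in both directions. Of 15 luminal epithelial genes, 12 were higher in tumorspheres than in mammospheres and none was lower, and the same counts held against mammospheres induced to differentiate, where the call of the list was lost with an estimated correlation (adjusted p = 0.0812). Krt18, a keratin of luminal cells, had log2 fold changes of 4.27 and 4.71 (standard error 0.208, n = 3 per group), and Lcn2, a gene of luminal progenitors, 5.42 and 5.84. Macrophage genes were higher in tumorspheres too, with 9 of 16 above mammospheres and none below (adjusted p = 7.2e-08 from camera in limma, adjusted p = 0.270 with an estimated correlation), and their median stood highest in tumorsphere array 1100A.
The 6 lists of Wnt pathway genes, with 99 measured genes in all, were drawn up before the data were examined. Against mammospheres, 3 of 19 Wnt ligands were higher in tumorspheres and 1 was lower (adjusted p = 0.0653). Among 16 receptors and co-receptors 3 were higher and none was lower (adjusted p = 0.0683), and among 15 secreted antagonists the counts were 2 and 0 (adjusted p = 0.0576). Of 15 cytoplasmic transducers 3 were higher and 1 was lower (adjusted p = 0.119), of 17 nuclear effectors 4 were higher and none was lower (adjusted p = 0.155), and of 21 general target genes 3 were higher and 2 were lower (adjusted p = 0.195). Adjusted over the list alone, the numbers higher were 4, 3, 2, 5, 5 and 3 in the same order. Against mammospheres induced to differentiate, the numbers higher and lower in tumorspheres were 1 and 2 for ligands, 2 and 4 for receptors, 2 and 5 for antagonists, 1 and 0 for cytoplasmic transducers, 3 and 1 for nuclear effectors and 7 and 5 for targets, with adjusted p values from 0.0987 to 0.999. None of these 12 tests passed 0.05. The ligands and antagonists passed against mammospheres under some other settings, such as the values as deposited (adjusted p = 0.0193 and 0.0301). They did not pass with an estimated correlation (adjusted p = 0.416 and 0.352). With fry, another test of the lists, 6 of the 12 passed. Against mammospheres these were cytoplasmic transducers and nuclear effectors (adjusted p = 0.00693 for each), but not ligands or antagonists (adjusted p = 0.121 and 0.0726). Against the differentiated cells they were receptors, antagonists, nuclear effectors and targets (adjusted p = 0.0167, 0.00128, 0.0416 and 8.5e-04 from fry).
Each gene of these lists was taken with its probe set of the highest mean. Fzd6, Kremen1, Ccnd1 and Rnf43, or 4.04% of the 99 genes, were then higher in tumorspheres than in both other cultures. The share was 2.82% of all 12393 genes (two-sided Fisher's exact test over genes, which are not independent replicates, p = 0.364). The members depend on the probe sets. With those that differed most, Wnt5b, Wnt7b and Cd44 passed in both comparisons. Ccnd1 then did not pass against mammospheres (0.29, adjusted p = 0.208 from limma). Rnf43, with log2 fold changes of 0.23 and 0.22, was chosen after its values were seen. Wnt2, Birc5 and Apcdd1 were highest in mammospheres. After induced differentiation 16 genes, or 16.2%, were highest, against 9.09% of all genes (Fisher's exact test, unadjusted p = 0.0211).
Over all probe sets, 3231 differed between tumorspheres and mammospheres, 1471 of them higher in tumorspheres and 1760 lower. The groups did not overlap at 33.3% of probe sets, where 10% come by chance. Against mammospheres induced to differentiate, 2771 were higher and 2582 lower, and 7489 differed between the mammosphere cultures, 3643 higher after differentiation and 3846 lower. With each array centred on its median, the split was 1225 higher and 2366 lower for tumorspheres against mammospheres, and 2903 and 4673 for the mammosphere cultures. Without mammosphere array 859A or 860A the first count was 1866 or 1913. The paper takes the 3 cultures as approximate models of BTICs, of stem and progenitor cells and of differentiated cells, and from the genes of its heat map it states that many Wnt pathway genes are highest in the first. Together with its RT-PCR and patient data, it proposes that activated Wnt/β-catenin signaling may be a feature of BTICs.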

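Of the Wnt ligands shown in the heat map, Wnt5b and Wnt7b were higher in tumorspheres than in either mammosphere culture, and Wnt2 was highest in mammospheres. Wnt5b had a log2 intensity of 5.84 ± 0.214 (SD, n = 3) in tumorspheres, 5.20 ± 0.0360 in mammospheres and 5.34 ± 0.0111 after induced differentiation. This is a log2 fold change of 0.65 against mammospheres (standard error 0.0885, adjusted p = 6.1e-04 from limma) and of 0.50 against mammospheres induced to differentiate (adjusted p = 0.00138). Wnt7b had log2 fold changes of 0.47 (adjusted p = 0.00717) and 0.45 (adjusted p = 0.00552). A further probe set of each gene did not pass against mammospheres induced to differentiate, with 0.28 for Wnt5b and 0.11 for Wnt7b. Wnt2 had an SD of 0.598 in tumorspheres and 0.206 in mammospheres (n = 3). It was lower in tumorspheres than in mammospheres by a log2 fold change of -0.85 (standard error 0.223, adjusted p = 0.0247). Against mammospheres induced to differentiate it was 2.19 higher (adjusted p = 2.0e-05). The first of these calls was lost without a pseudocount, with robust moderation, with only the 2 groups and without array 1100A, 858A or 859A (adjusted p = 0.0512 to 0.108), and the 2 groups overlap. The receptor gene Fzd1 showed log2 fold changes of 0.02 and -0.06 (adjusted p = 0.938 and 0.798), and the cytoplasmic transducer Dvl1 0.27 (adjusted p = 0.0428) and -0.03 (adjusted p = 0.834). The Dvl1 call was lost with the values as deposited, with centred arrays, with only the 2 groups and without any of 7 arrays (adjusted p = 0.0507 to 0.188).
The name TCF4 is used for the β-catenin partner Tcf7l2 and for another gene, Tcf4. Tcf7l2 had a log2 intensity of 6.85 ± 0.0411 (SD, n = 3) in tumorspheres, 6.48 ± 0.0483 in mammospheres and 7.11 ± 0.174 after induced differentiation. Tumorspheres were thus above mammospheres by 0.38 (adjusted p = 0.0146), with -0.26 against the differentiated cells (adjusted p = 0.0540). Against mammospheres its 3 other probe sets did not pass, nor did this 1 without array 859A or 860A. Tcf4 was lower in tumorspheres than in mammospheres (log2 fold change -0.57, adjusted p = 0.00578) and higher than after induced differentiation (0.85, adjusted p = 1.8e-04). Of its other probe sets, 1 gave -0.75 against mammospheres (adjusted p = 0.00203), and the remaining 4 lay between -0.17 and 0.02 and did not pass.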

The latter included upstream pathway components such as Wnt ligands, receptors, as well as the transcriptional co-activator TCF4 (Fig. 1A). 

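Cd44, a cell surface receptor for hyaluronan, was higher in tumorspheres than in both mammosphere cultures, Ccnd1 fell after induced differentiation, and Axin2 differed least. Cd44 had a log2 intensity of 8.25 ± 0.317 (SD, n = 3) in tumorspheres, 7.46 ± 0.150 in mammospheres and 7.03 ± 0.225 after induced differentiation. The log2 fold changes were 0.79 against mammospheres (standard error 0.154, adjusted p = 0.00515 from limma) and 1.22 against mammospheres induced to differentiate (adjusted p = 1.2e-04). A further Cd44 probe set gave 0.30 (adjusted p = 0.272) and 0.97 (adjusted p = 0.00118).
Ccnd1, which encodes cyclin D1, was 2.75 higher on the log2 scale in tumorspheres than after induced differentiation (standard error 0.140, adjusted p = 5.2e-08). Against mammospheres the same probe set gave 0.29 (adjusted p = 0.208), and 2 further probe sets gave 0.67 (adjusted p = 0.00498) and 0.86 (adjusted p = 0.00429). Cell cycle genes as a group ran the same way against the differentiated cells, with 25 of 26 higher in tumorspheres, and the opposite way against mammospheres, with 22 lower.
Axin2, a feedback inhibitor of the pathway, had a log2 intensity of 7.09 ± 0.171 (SD, n = 3) in tumorspheres, 7.28 ± 0.172 in mammospheres and 6.90 ± 0.156 after induced differentiation. Neither difference of tumorspheres passed the test, with -0.18 against mammospheres (adjusted p = 0.345) and 0.20 against the differentiated cells (adjusted p = 0.250). A second probe set gave 0.19 (adjusted p = 0.192) and 0.20 (adjusted p = 0.127). Without tumorsphere array 1101A this second probe set gave 0.31 (adjusted p = 0.00886) and 0.32 (adjusted p = 0.00538), and with array weights 0.28 (adjusted p = 0.00756) and 0.32 (adjusted p = 0.00439).

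**Figure D1:**
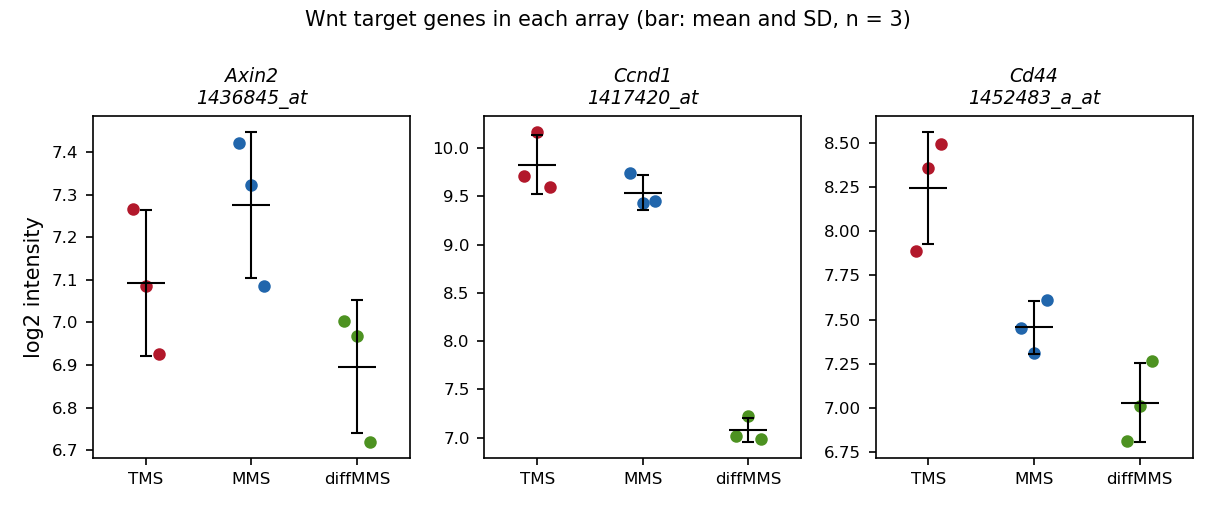
Log2 intensity of Axin2, Ccnd1 and Cd44 in each of the 9 arrays, grouped as tumorspheres (TMS), mammospheres (MMS) and mammospheres induced to differentiate (diffMMS), with 1 point per array and the group mean and SD (n = 3) as bars. The 3 tumorsphere arrays lie above all others for Cd44, and Ccnd1 is lowest in the differentiated cells, with a mean of 7.08.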

Several Wnt/β-catenin target genes were also most highly expressed in tumorspheres, including Axin2, cyclinD1 and CD44. 

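Sfrp1, Sfrp2, Dkk2 and Dkk3, which encode secreted antagonists of Wnt signaling, were all higher after induced differentiation than in mammospheres and in tumorspheres. Sfrp2 had a log2 intensity of 10.03 ± 0.176 (SD, n = 3) in the differentiated cells, 5.59 ± 0.114 in mammospheres and 5.70 ± 0.476 in tumorspheres. It was 4.45 higher than in mammospheres (standard error 0.186, adjusted p = 1.0e-08 from limma) and 4.33 higher than in tumorspheres, whose log2 fold change against the differentiated cells was -4.33. Sfrp1 rose by 3.12 from mammospheres to the differentiated cells (adjusted p = 2.1e-07), and its 3 other probe sets gave 0.89 to 3.58, each past the test. Dkk2 rose by 1.36 (standard error 0.171, adjusted p = 8.8e-05), and Dkk3 by 0.79 (adjusted p = 2.2e-05). Between tumorspheres and mammospheres the log2 fold changes were -0.14 for Sfrp1 (-0.88 to -0.02 with its other probe sets, none past the test), 0.12 for Sfrp2 and 0.07 for Dkk2, none past the test, and 0.29 for Dkk3 (adjusted p = 0.0380), a call lost with the values as deposited, with centred arrays and without any of 6 arrays (adjusted p = 0.0557 to 0.203).
Genes of fibroblasts and extracellular matrix also moved with induced differentiation. Of 20 measured, 12 were higher in the differentiated cells than in mammospheres and 5 were lower (adjusted p = 0.0173 from camera, adjusted p = 0.211 with an estimated correlation). Lox, a collagen cross-linking enzyme, rose by 4.13, and Lum, a matrix proteoglycan, fell by 1.84. Among the 15 secreted antagonists listed before the data were examined, 7 were higher in the differentiated cells than in mammospheres and 1, Frzb, was lower (adjusted p = 0.0134 from camera, adjusted p = 0.504 with an estimated correlation). Adjusted over the list alone, the counts were also 7 and 1.

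**Figure D2:**
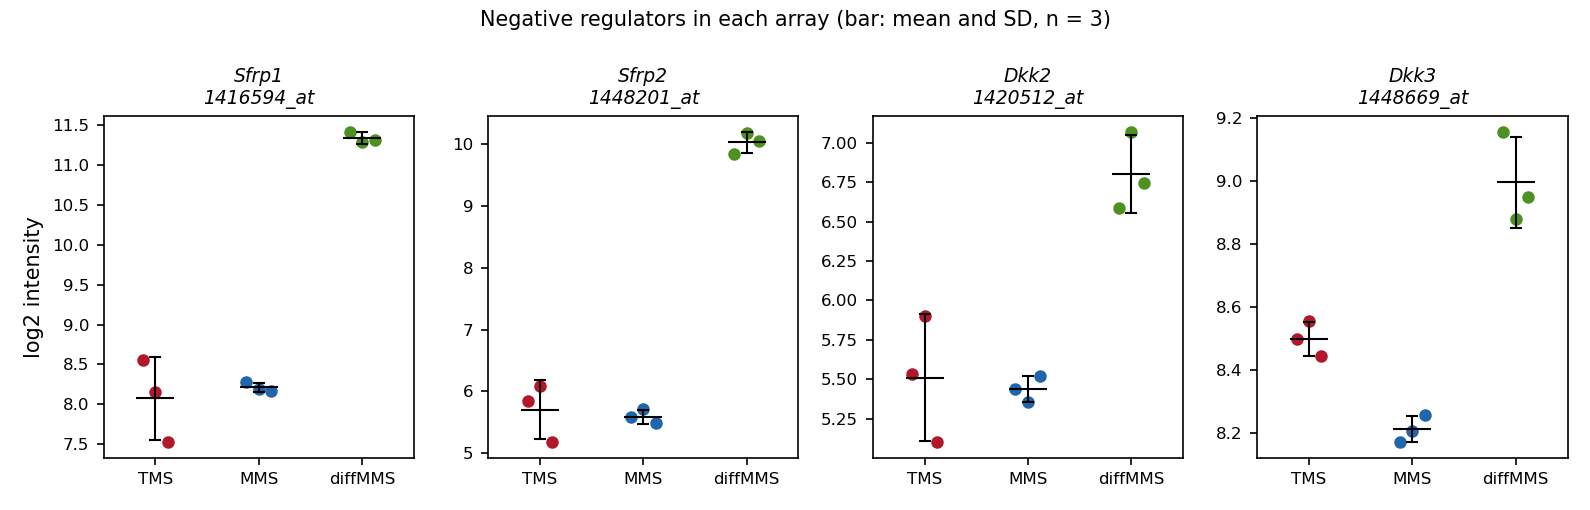
Log2 intensity of Sfrp1, Sfrp2, Dkk2 and Dkk3 in each of the 9 arrays, grouped as tumorspheres (TMS), mammospheres (MMS) and mammospheres induced to differentiate (diffMMS), with 1 point per array and the group mean and SD (n = 3) as bars. The 3 arrays of the differentiated cells lie above the other 6 for each gene, with means of 11.34, 10.03, 6.80 and 9.00.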

Interestingly, the expression of transcripts encoding inhibitory Wnt/β-catenin signaling pathway elements, such as Sfrp1, Srfp2 and Dkk2, were highest in mammospheres induced to differentiate, compared to both mammospheres and tumorspheres (Fig. 1A).

**Figure 1:**
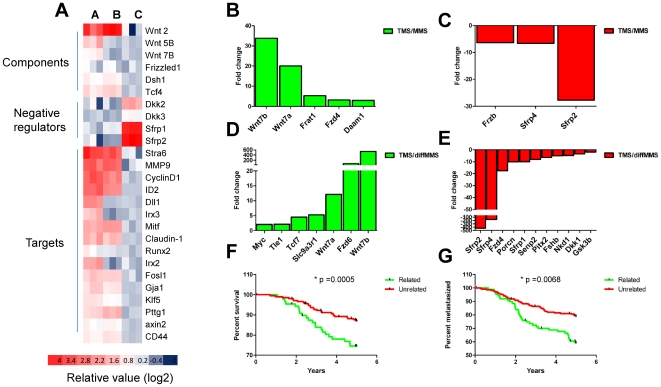
Expression of Wnt pathway genes in tumorspheres (TMS), mammospheres (MMS) and mammospheres induced to differentiate (diffMMS). A) Heat maps of 3 independent TMS (A, n = 3), MMS (B, n = 3) and diffMMS (C, n = 3) RNA preparations profiled on MOE430A Gene Chips. B–E) qRT-PCR of transcripts encoding components and target genes of the Wnt signaling pathway (* p<0.05, t-test) for all genes shown. F and G) Survival, (*p = 0.005, Log-rank test) and metastasis (*p = 0.0068, Log-rank test), curves for human breast cancer patients classified based on their expression of TMS-related and TMS-unrelated (diffMMS-related) specific Wnt pathway components.

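Of the pathway components and target genes of the heat map, 21 were measured by a named probe set, and for each the probe set that differed most between the groups was taken, as in the paper. Tumorspheres were above mammospheres for 10 genes and below for 2, and above mammospheres induced to differentiate for 16 and below for none. Adjusted over the list alone, the genes above mammospheres were 4 components and 6 targets, and those above the differentiated cells 3 components and 14 targets, with 1 component, Tcf7l2, below. The study shows these genes for these samples and does not state how they were chosen, so that their counts are not taken as independent evidence of the direction. The 8 genes higher in tumorspheres than in both other cultures were the ligands Wnt5b and Wnt7b, the Notch ligand Dll1, the transcription factors Irx2, Irx3 and Klf5, and Stra6 and Cd44. Against mammospheres Irx2 differed most, by 1.79 (standard error 0.0973, adjusted p = 4.6e-07 from limma) with 1.48 against the differentiated cells, followed by Irx3 with 1.36 and 1.12 and Dll1 with 1.06 and 0.92. Among these 8 genes, Stra6 differed most against the differentiated cells, by 1.63. Klf5 gave 0.47 and 0.86, although its other probe set gave -0.05 and -0.17, neither past the test. Stra6, a receptor for retinol-binding protein, passed narrowly against mammospheres (0.55, adjusted p = 0.0447) and lost that call whenever 1 array other than tumorsphere array 1101A was left out, with adjusted p = 0.0527 to 0.159. The remaining gene highest in mammospheres beside Wnt2 was Pttg1, at -0.33 against mammospheres (adjusted p = 0.0201), a call lost without array 1099A, 1100A, 858A or 860A (adjusted p = 0.0514 to 0.0903).
Mmp9, Ccnd1, Id2, Mitf, Cldn1, Gja1 and Fosl1 were higher in tumorspheres than after induced differentiation and did not pass against mammospheres with the probe sets taken. Their log2 fold changes against the differentiated cells ran from 0.44 for Fosl1 to 2.75 for Ccnd1, and against mammospheres from -0.22 for Gja1 to 0.33 for Mmp9. Other probe sets passed against mammospheres for Ccnd1, for Id2 (0.72, adjusted p = 0.00343), for Mitf (0.33, adjusted p = 0.0290) and, in both directions, for Gja1 (0.42, adjusted p = 0.0260, and -0.55, adjusted p = 0.0207). By the group mean alone, 12 of the 21 genes were highest in tumorspheres, 6 in mammospheres and 3 after induced differentiation. All 4 negative regulators were highest after induced differentiation. Another target of the heat map had no probe set named here and was not analysed.

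**Figure D3:**
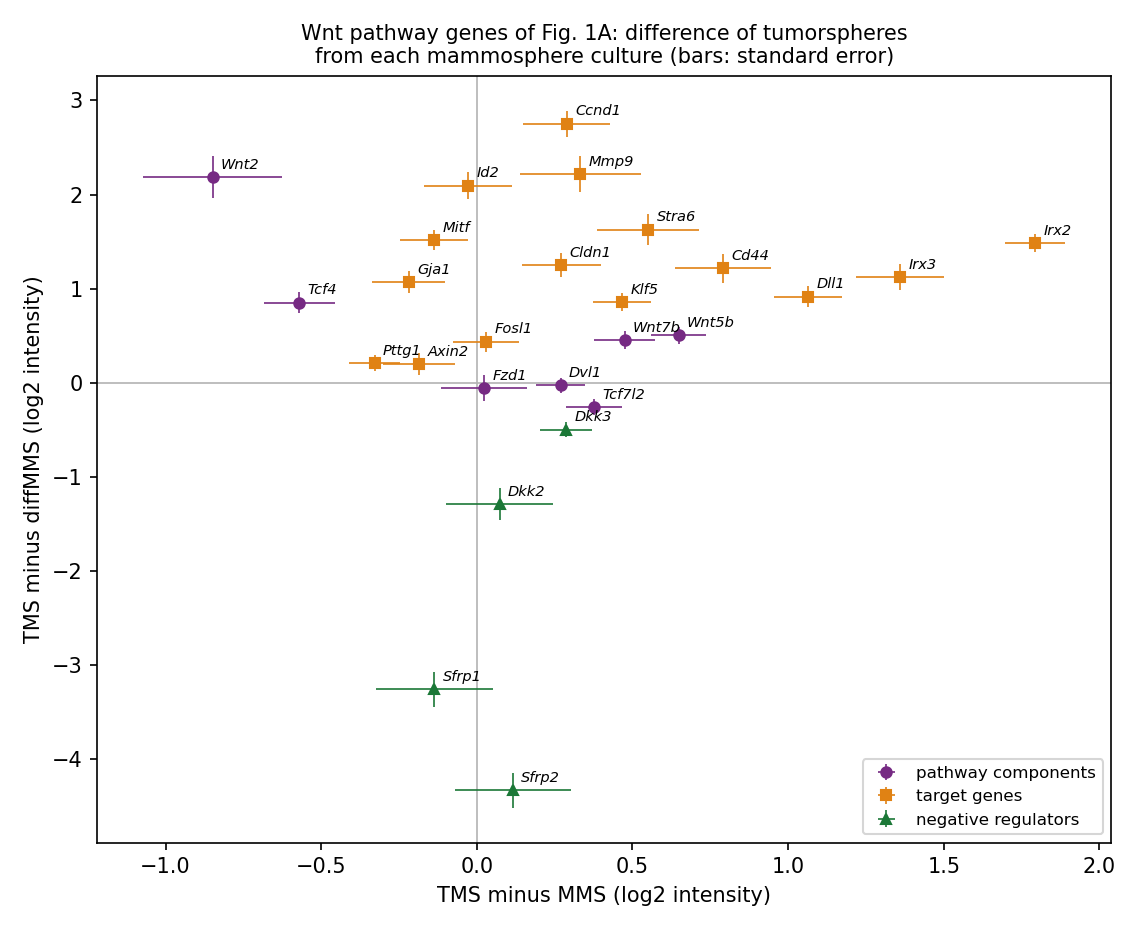
Difference of tumorspheres (TMS) from mammospheres (MMS) on the horizontal axis and from mammospheres induced to differentiate (diffMMS) on the vertical axis, both in log2 intensity, for the genes of Fig. 1A, with bars for the standard error (n = 3 per group). Points at the upper right, such as Irx2 at 1.79 and 1.48, are highest in tumorspheres, and the negative regulators lie at the bottom, down to Sfrp2 at -4.33. Tcf7l2 and Tcf4 are both drawn.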

To verify the global gene expression profiling data we performed quantitative RT-PCR with primers that identified transcripts encoding components and downstream targets of the Wnt/β-catenin signaling pathway using additional independent preparations of RNA isolated from tumorspheres (n = 3), mammospheres (n = 3), and mammospheres induced to differentiate (n = 3), respectively. These analysis confirmed our original findings, namely that transcripts of components and target genes of the Wnt/β–catenin signaling pathway were generally more highly expressed in tumorspheres compared to either mammopsheres or mammopsheres induced to differentiate *in vitro* (Fig. 1B–E, *p<0.05 for all genes shown, t-test). For example, Wnt7A and 7B, as well as the Fzd4 and 6 receptors were most highly expressed in tumorspheres compared to either mammospheres or mammospheres induced to differentiate *in vitro* (Fig. 1 B&D). By contrast, mammospheres and mammospheres induced to differentiate expressed higher levels of transcripts that encode negative regulators of the Wnt pathway, such as Frzb, Sfrp2 and Sfrp4 (Fig. 1 C & E).

We also investigated whether the finding of differential expression of Wnt/β-catenin signaling pathway components and target genes using the *in vitro* models were relevant to human breast cancer patients. To this end we used whole tumor gene expression profiles derived from human breast tumor RNA samples with accompanying overall- and metastasis free survival data [35]. We identified a Wnt-based BTIC gene signature that comprised differentially expressed genes between tumorspheres and mammospheres that were induced to differentiate *in vitro.* We mapped these genes onto their human orthologs present in the previously published NKI whole tumor gene expression data set (Table 1). We then used the gene signature to learn whether we could separate patient tumor specimens from the NKI data set into tumorsphere-related and mammospheres induced to differentiate-related groups (tumorsphere-unrelated) [36]. Notably, the expression of tumorsphere-related Wnt/β-catenin signaling pathway genes was linked to poor overall survival (Fig. 1F, *p = 0.0005, log-rank test) and decreased metastasis-free survival (Fig. 1G, *p = 0.0068, log-rank test) when compared with the expression of mammospheres induced to differentiate-related Wnt/β-catenin signaling pathway genes. These data suggests that activated Wnt/β-catenin signaling may be a unique feature of BTICs derived from mouse mammary tumors relative to mammary epithelial stem and progenitor cells, and that Wnt/β-catenin pathway activation in BTICs may be linked to human breast cancer patient outcome and metastasis.

**Table 1:** Wnt/β-catenin pathway genes comprising the gene signature of differentially expressed genes between tumorspheres and mammospheres induced to differentiate.

Expressed in tumorspheres	Expressed in mammospheresinduced to differentiate
Wnt7A	Sfrp1
Myc	Sfrp4
Tle1	Fzd4
Tcf7	Senp2
SLC9A3R1	Pitx2
FZD6	Fshb
	Dkk1
	Gsk3β

Genes shown are those that were differentially expressed between tumorspheres and mammospheres induced to differentiate, as assessed by RT-PCR, and were also present in the NKI dataset.

### Wnt/β-catenin pathway agonists and antagonists regulate self-renewal and proliferation of BTIC and mammary epithelial stem/progenitor cells

To determine whether Wnt/β-catenin signaling was required for BTIC and mammary epithelial stem and progenitor cell function *in vitro*, we examined the effect of agonists and antagonists of Wnt/β-catenin signaling on sphere formation, which when performed under appropriate conditions [37] is thought to be an attribute of stem/progenitor cells and TICs [37], [38], [39], [40]. We seeded dispersed cells dissociated from mammospheres and tumorspheres into media containing either Dkk1 or Wnt3a at concentrations previously shown to be sufficient to inhibit or activate the Wnt/β-catenin signaling pathway, respectively [41], [42]. Dkk1 is a secreted protein inhibitor [43], and Wnt3A is a stimulatory ligand of Wnt/β-catenin signaling. Addition of Dkk1 reduced sphere formation, whereas addition of Wnt3A stimulated sphere formation of both mammosphere- and tumorsphere-derived cells (Fig. 2A). We used the small molecule BIO to inhibit GSKβ, a negative regulator of Wnt/β-catenin signaling [44]. Addition of BIO at various concentrations stimulated sphere formation by both mammospheres- and tumorsphere-derived cells in a dose-dependent manner (Fig. 2B).

**Figure 2:**
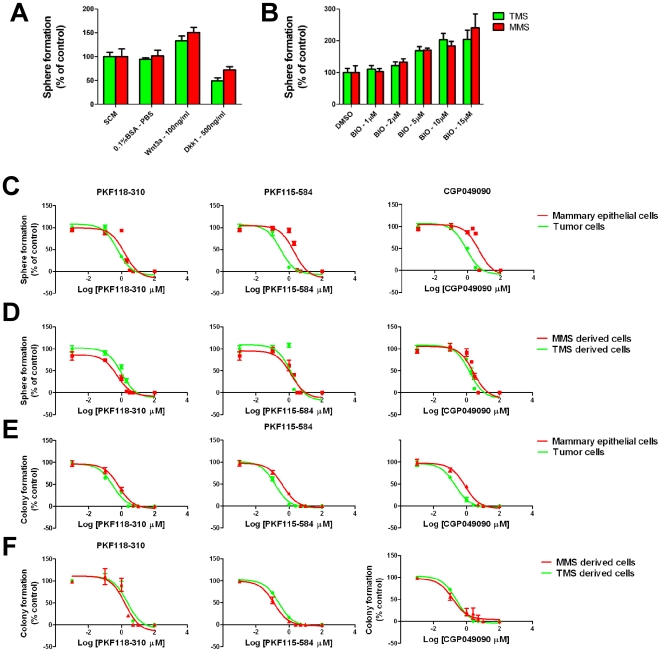
Agonists and antagonist of Wnt/β-catenin signaling regulate sphere and colony formation by primary tumor cells and primary mammary epithelial cells as well as by tumorsphere- and mammosphere-derived cells. A) Wnt3a and Dkk1 inhibit sphere formation by tumorsphere- and mammosphere-derived cells, compared to bovine serum albumin (BSA) and stem cell media (SCM) controls. B) BIO stimulates tumorsphere and mammosphere formation. C–D) Sphere formation in the presence of increasing concentrations of PKF118–310, PKF115–584, and CGP049090. E–F) Colony formation in the presence of increasing concentrations of PKF118–310, PKF115–584, and CGP049090.

We similarly tested pharmacological agents, which target Wnt/β-catenin signaling (PKF118–310, PKF115–584, CGP049090), for their affect on sphere formation. These inhibitors are specific antagonists of Wnt/β-catenin signaling that interrupt the penultimate step in pathway activation, namely the interaction between β-catenin and Tcf/Lef transcription factors [45]. We seeded freshly isolated primary tumor cells and primary mammary epithelial cells, as well as mammosphere- and tumorsphere-derived cells into medium containing various concentrations of the inhibitors. Each inhibitor reduced sphere formation by primary tumor cells and primary mammary epithelial cells (Fig. 2C), as well as by mammosphere- and tumorsphere-derived cells (Fig. 2D), in a dose dependent fashion. Notably, the inhibitory concentration of the compounds required to reduce sphere formation by 50% (IC_50_) (Table 2) did not significantly differ from those IC_50_ values reported previously to affect reduce Tcf-dependent reporter gene expression in cell lines (Table 2) [45].

**Table 2:** IC_50_ values (µM) for PKF118–310, PKF115–584, and CGP049090 in sphere forming assays.

Drug	Primary tumor Cells	Primary mammary epithelial cells	Tumorsphere-derived cells	Mammosphere-derived cells
**PKF118–310**	0.58	1.54	0.94	0.54
**PKF115–584**	0.31	2.05	1.34	1.39
**CGP049090**	0.84	4.89	1.52	2.64

IC_50_ calculations for the indicated Wnt/β-catenin pathway inhibitors assessed in sphere forming assays with primary tumor and mammary epithelial cells, as well as tumorsphere and mammosphere derived cells.

We also assessed the effects of the compounds on colony formation, an assay commonly used to enumerate stem and progenitor cells [46]. We seeded freshly isolated primary tumor cells and primary mammary epithelial cells, as well as mammosphere- and tumorsphere-derived cells at clonal cell density into collagen-coated plates in serum-containing medium. When colonies appeared, generally a week later, they were stained and counted. The inhibitors reduced colony formation by primary tumor cells and mammary epithelial cells (Fig. 2E), as well as that of mammosphere- and tumorsphere derived cells in a concentration dependent fashion (Fig. 2F). Inhibition of both colony and sphere formation occurred at similar inhibitor concentrations, suggesting that the inhibitors targeted both progenitor cells and stem cells as well as their tumor equivalent counterparts.

To learn whether the inhibitory compounds affected the self-renewal of sphere-forming cells, we investigated the capacity of cells exposed to the compounds to serially form spheres. In short, dispersed primary mammary epithelial cells and primary tumor cells were exposed to PKF118–310 during a 4-day primary sphere-forming assay. The spheres that formed were counted, the cells dissociated from the spheres and the dispersed cells plated to form secondary spheres in fresh medium lacking the inhibitors. As we previously demonstrated, PKF118–310 reduced primary sphere-formation by both primary tumor cells and primary mammary epithelial cells dependent on its concentration (Fig. 3A&B). However, whereas the primary mammary epithelial cells treated with 1 µM PKF118–310 formed new mammospheres in secondary sphere-forming assays at the same frequency as the vehicle-treated mammary epithelial cells (Fig. 3C), the primary tumor cells exposed to 1 µM PKF118–310 exhibited a ∼10 fold reduced capacity to form spheres relative to the vehicle-treated primary tumor cells (Fig. 3D, *p<0.05). These observations demonstrate that a single exposure of tumor cells to PKF118–310 was sufficient to block their capacity to subsequently form spheres, even after PKF118–310 was no longer present in the medium. Conversely, mammary epithelial cells similarly exposed to PKF118–310 were not impaired in their sphere forming capacity, suggesting that the irreversible effect of PKF118–310 was limited to the primary tumor cells. These findings suggest that PKF118–310 reversibly affected the self-renewal of mammary epithelial cells *in vitro* but irreversibly affected the self-renewal of the primary breast tumor cells.

**Figure 3:**
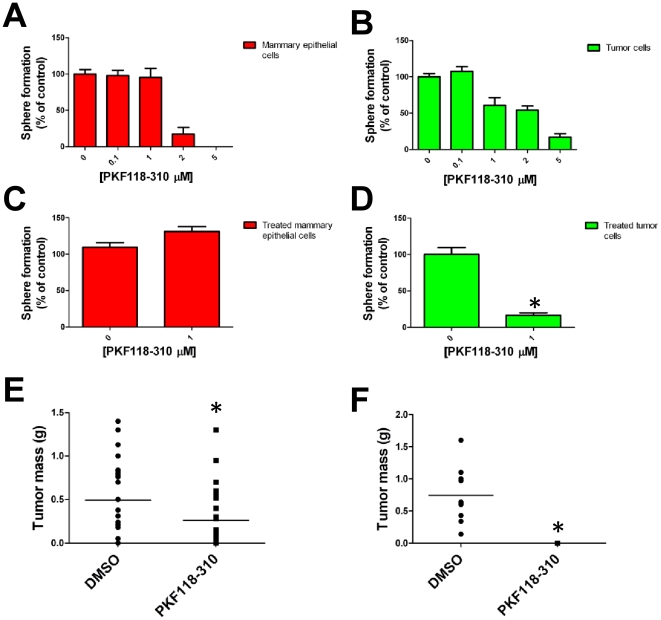
PKF118–310 selectively targets breast TICs *in* vitro. A) PKF118–310 inhibits sphere formation by primary mammary epithelial cells. B) PKF118–310 inhibits sphere formation by primary tumor cells. C) PKF118–310 treated primary mammary epithelial cells form spheres with same efficiency compared to the DMSO vehicle. D) PKF118–310 treated primary tumor cells have little capacity to form spheres compared to the DMSO vehicle (* p<0.05, t-test). E) Mass (g) of tumors formed from transplant of 1 µM PKF118–310-treated primary tumor cells (* p<0.05, t-test). F) Primary tumor cells treated with 2.5 µM PKF118–310 are unable to initiate tumor growth after transplant into syngeneic recipient mice.

Our data suggesting that knock down of Wnt/β-catenin signaling by PKF118–310 irreversibly blocked the self-renewal of tumorsphere-initiating cells *in vitro,* prompted us to test whether this inhibitor specifically affected the capacity of BTICs to elicit tumor growth in syngeneic mice after tumor cell transplant. We incubated freshly isolated primary tumor cells under sphere forming conditions in presence of vehicle (DMSO) or PKF118–310 (1 µM or 2.5 µM concentrations). After 4 days the spheres were collected, dissociated and equal numbers (5,000) of viable PKF118–310- and vehicle-treated cells were injected sub-cutaneously into the syngeneic mice. Upon endpoint, when the tumor in any individual mouse reached 10% of its weight (∼6 weeks) all the animals were sacrificed and the tumors harvested. Tumors that arose from tumor cells incubated with PKF118–310 (1 µM) appeared with longer latency and were approximately 50% smaller at endpoint than those that arose from vehicle-treated tumor cells (control [m = 0.49 g], treatment [m = 0.26 g], *p<0.05) (Fig. 3E). Furthermore, when higher doses of PKF118–310 (2.5 µM) were used in these experiments, the tumor cells exposed to this concentration of the compound failed to initiate tumor growth in any of the host mice (Fig. 3F, *p<0.05, ∼6 weeks). Collectively, these data demonstrate that incubation of primary tumor cells with PKF118–310 for 4 days *in vitro* substantially reduced BTIC frequency.

### PKF118–310 halts tumor growth *in vivo*

Our data suggested that incubation of primary breast tumor cells *in vitro* with PKF118–310 substantially reduced BTIC frequency as assessed by cell transplant into syngeneic mice. To determine whether PKF118–310 affected the growth of pre-established breast tumors and reduced BTIC frequency *in vivo*, we transplanted primary breast tumor cells into syngeneic mice and treated these hosts with PKF118–310 after the tumors had reached a volume of ∼1 cm^3^. We found that treating tumor-bearing mice with 0.85 mg/kg of PKF118–310 for 12 days (5 days on, 2 days off and 5 days on) inhibited tumor growth compared to their vehicle-treated counterparts, but did not induce significant tumor regression during the treatment period (Fig. 4A). After treatment ceased the tumors in mice administered the vehicle were ∼3 fold larger than those in PKF118–310-treated mice (Fig. 4B, *p<0.05).

**Figure 4:**
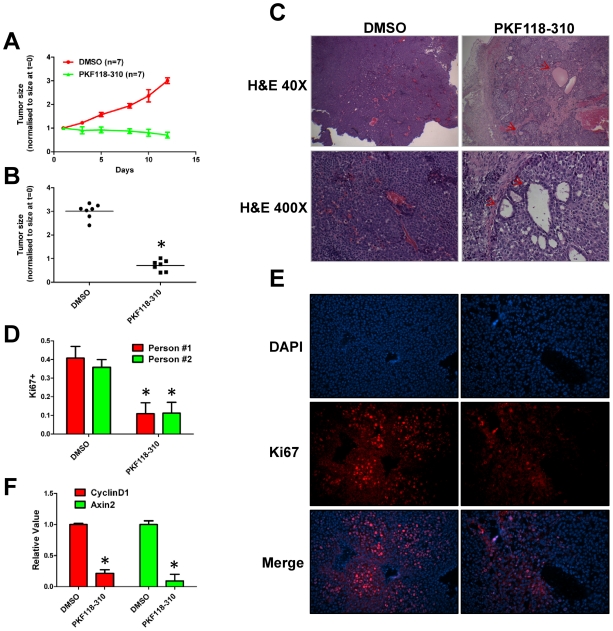
PKF118–310 treatment halts tumor growth. A) Tumor volumes of vehicle and PKF118–310 treated mice. B) Tumor volumes after completion of treatment (t = 12 days) (*p<0.05, t-test). C) PKF118–310 induces formation of duct-like structures (red arrows). D) Photographs of Ki67 stained tumor sections. E) PKF118–310 reduces the fraction of Ki67+ nuclei; quantification of Ki67-positive nuclei was assessed independently by two different individuals (*p<0.05, t-test). F) Quantification of Wnt target gene expression in tumors isolated from treated and untreated mice using qRT-PCR (*p<0.05, t-test).

To uncover potential mechanisms whereby the compound halted tumor growth, we prepared sections from the tumors of both cohorts and stained them with Hematoxylin and Eosin (H&E). Interestingly the tumors of the mice treated with PKF118–310 contained many cell-free areas that were often circumscribed by a ring of cells resembling a duct (Fig. 4C). In some cases the cell-free areas contained material, characteristic of milk protein secretions. Interestingly, the changes in histology induced by treatment with PKF118–310 are consistent with reduced tumor grade, a histological parameter associated with better survival outcomes in human breast cancer patients [47]. We also examined whether inhibition of tumor growth was accomplished by a reduction in cell proliferation and/or induction of apoptosis. We stained tumor sections for markers of proliferation (Ki67) and apoptosis (cleaved caspase-3 and TUNEL). We observed a significant decrease in the frequency of Ki67 positive tumor cell nuclei in the PKF118–310 treated tumor-bearing mice compared to their vehicle-treated counterparts (Fig. 4D&E). We did not observe any positive staining for cleaved caspase-3 or TUNEL in tumors from either vehicle- or PKF118–310-treated mice (data not shown). Tumors from PKF118–310 treated mice comprised approximately 3–4-fold fewer Ki67-positive cells than tumors from vehicle-treated mice. We similarly simultaneously stained the tumor sections with antibodies to a luminal lineage marker (CK8) and with those to each of two myoepithelial lineage markers (CK14 and alpha-smooth muscle actin [alpha-SMA). The vast majority of the cells in sections prepared from tumors of the vehicle-treated mice expressed only the luminal lineage marker in keeping with previous findings (data not shown). Tumor sections prepared from tumors of the mice administered PKF118–310 also only expressed the luminal lineage marker. Surprisingly the cells comprising the duct-like structures found in tumor sections of mice administered PKF118–310 expressed the luminal lineage marker but not either of the myoepithelial lineage markers.

To learn whether administration of PKF118–310 to tumor-bearing mice inhibited Wnt/β-catenin signaling in tumors, we measured the abundance of Wnt/β-catenin target gene transcripts in the tumor cells. The abundance of both axin2 and cyclin D1 transcripts was significantly lower in tumors harvested from PKF118–310-treated mice compared to their vehicle-treated counterparts, confirming that PKF118–310 targeted Wnt/β-catenin signaling *in vivo* (Fig. 4F).

The principal objective of our experiments was to learn whether inhibition of Wnt/β-catenin signaling targeted BTICs in tumors. Because, treatment with PKF118–310 did not completely shrink tumors *in vivo,* we wondered whether PKF118–310 eradicated functional BTICs in the tumors of treated mice. We reasoned that if PKF118–310 selectively targeted BTICs *in vivo,* viable cells isolated from PKF118–310 treated tumor-bearng hosts would engraft and elicit tumor growth less efficiently relative to their vehicle-treated counterparts. To this end, we transplanted tumor cells by injecting them sub-cutaneously (n = 20, PKF118–310-treated; n = 20, vehicle-treated) between the shoulders of syngeneic mice (10,000 cells/mouse) and measured tumor latency in the PKF118–310-treated and vehicle-treated transplant cohorts. Mice transplanted with tumor cells harvested from vehicle-treated mice experienced a median of 5-week tumor free survival and all mice had palpable tumors after 9 weeks. By contrast, tumor cells harvested from PKF118–310 treated mice generally failed to initiate tumor growth. In fact, 85% of mice transplanted with PKF118–310 treated tumor cells remained tumor free over a 12 week follow-up period (Fig. 5). The tumors arising following cell transplant were invariably lodged in the #2 mammary fat pad, which extends from the ventral to the dorsal area of the host mice (data not shown).

**Figure 5:**
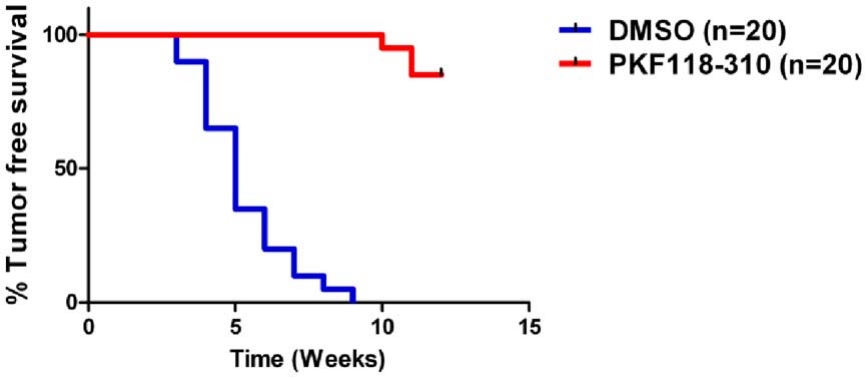
Tumor cells from PKF118–310 treated tumor-bearing mice engraft and elicit the growth of secondary tumors less efficiently than their vehicle-treated counterparts. Viable tumor cells were harvested from PKF118–310- and DMSO-treated mice and 10,000 viable tumor cells per mouse were transplanted into syngeneic recipients (n = 20 treated/untreated) (* p<0.05, Log-rank test).

Together with our previous observations, these results demonstrate that not only was PKF118–310 treatment sufficient to halt tumor-growth *in vivo,* but that cells comprising the tumors of mice administered the compound were substantially diminished in their capacity to engraft and initiate tumor growth compared to their vehicle-treated counterparts.

## Discussion

Whereas TIC have been identified in a wide variety of human and mouse malignancies [2], [3], [4], [5], [6], [8], [48], [49], [50], little is known about their underlying biology, and few compounds have been identified that selectively target these cells [51], [52]. Targeting TICs is an important cancer therapeutic objective as these cells are resistant to current cancer therapies, including chemo- and radiation-therapy [14], [17], [19], [20]. Hence whereas standard therapies result in tumor shrinkage, they may fail to provide long lasting cures because rare TIC survive and seed tumor relapse.

The use of genomic and drug discovery technologies, such as global gene expression profiling and high-throughput screening would greatly aid the search for anti TIC therapies. However, implementation of these methodologies has been confounded by a lack of suitable human BTIC-enriched populations for study. Typically BTIC represent an exceedingly small percentage (∼0.01%) of the total tumor cell population [3], [53], and even in the most highly enriched populations, BTIC rarely achieve more than 1–2% purity [3], [53]. Moreover, means of propagating BTIC-enriched tumor cell populations *in vitro* have not been described. To overcome these obstacles, we have studied BTICs from mouse mammary tumors of breast cancer prone transgenic models because they comprise a high BTIC frequency, averaging ∼30% in most tumors and companion tumorspheres [23].

To determine whether the Wnt/Beta-catenin pathway is required for the survival and/or self-renewal of BTIC, we employed three small-molecular weight tool compounds, PKF118–310, PKF115–584 and CGP049090, which were originally identified in a high throughput screen to identify those that abrogate the binding of β-catenin to Tcf4 *in vitro* [45]. Follow up analyses of these compounds revealed their capacity to: block β-catenin binding to GST-Tcf4 *in vivo*; reduce expression of a Wnt/β-catenin luciferase reporter; restore the β-catenin induced axis duplication of *Xenopus* embryos when co-injected with β-catenin; inhibit expression of the Wnt target genes *Myc* and *CyclinD1*; and retard the proliferation of colon cancer cell lines known to display hyperactive Wnt signaling *in vitro* [45]. Collectively, the latter findings suggest that PKF118–310, PKF115–584 and CGP049090 reduce Wnt/β-catenin signaling leading to the inhibition of cancer cell line proliferation *in vitro*. To the best of our knowledge the effect of these compounds on breast tumorigenesis has not previously been assessed.

Several studies have implicated Wnt/β-catenin signaling in both the pathogenesis of breast cancer and the regulation of normal mammary epithelial stem cell processes [24], [31], [54]. Our data suggests that the Wnt/β-catenin pathway is hyperactive in BTIC compared to normal mammary epithelial stem/progenitor cells or to their more differentiated descendants. We made use of the small molecule inhibitors to investigate the consequences of inhibiting Wnt/β-catenin signaling in both breast tumor cells and normal mammary epithelial stem/progenitor cell populations. Due to the limited availability of the natural compounds PKF115–584 and CGP049090, we focused primarily on the use of PKF118–310, which can be chemically synthesized. Our initial experiments showed that each of the 3 compounds inhibited sphere and colony formation by primary tumor cells and primary mammary epithelial cells, as well as by established tumorsphere- and mammosphere-derived cells without any apparent selectivity. However, both PKF115–584 and CGP049090 displayed somewhat increased selectivity of between 6–7 fold (IC_50_^MMS^/IC_50_^TMS^, Table 1) for primary tumor cells over primary mammary epithelial cells in sphere forming assays compared to PKF118–310 (2–3 fold selectivity), indicating that further investigation of the potential selectivity these compounds is warranted.

We did not observe any significant selectivity of PKF118–310 for either the survival and/or self-renewal of tumorsphere-initiating cells compared to mammosphere-initiating cells in primary sphere-forming assays (Fig. 2C–F). However, a single exposure of primary tumor cells to PKF118–310 in a primary sphere-forming assay was sufficient to block subsequent secondary sphere formation in the absence of the compound. By contrast, mammary epithelial cells exposed to PKF118–310 were not impaired in their capacity to form secondary spheres, suggesting that the effect of PKF118–310 on secondary sphere formation is specific to BTICs. Taken at face value these observations suggest that PKF118–310 inhibited tumorsphere formation by an irreversible mechanism, whereas the compound acted reversibly to affect mammosphere formation. Inhibition of Wnt/Beta-catenin signaling by PKF118–310 may be cytotoxic for tumorsphere-initiating cells, perhaps because they are addicted this pathway, whereas pathway inhibition may be cytostatic for mammosphere-initiating cells.

Whereas sphere formation is a convenient and relatively rapid surrogate *in vitro* assay for stem/progenitor and TIC activity, the nature of sphere-forming cells is controversial and consequently we employed additional means to identity the tumor cells that might be targeted by PKF118–310 [37], [38], [39], [40], [55]. To this end we transplanted primary tumor cell populations that had been incubated with PKF118–310 under the same conditions as had been used in primary sphere-forming assays and thereafter measured the capacity of the remaining viable tumor cells to seed tumor growth after transplantation into syngeneic FVB/N female mice. These transplantation assays directly assess BTIC frequency and demonstrated that PKF118–310 targeted these cells as manifested by a concentration-dependent reduction in tumor incidence in recipient mice resulting from transplant of the compound-treated tumor cells.

Administration of PKF118–310 to tumor-bearing mice blocked tumor growth during the 10-day treatment period, an interval during which the tumors expanded by 2–3 fold in tumor-bearing mice that were administered the vehicle. Histological analyses of tumor sections from mice administered PKF118–310 revealed loss of tumor architecture manifested as reduced cellularity and phenotypic features associated with reduced tumor grade. Whereas no evidence of apoptotic cell death or altered expression of differentiation markers was evident in tumor sections from mice administered the compound (data not shown), the frequency of Ki67-positive cells, a biomarker of cell proliferation, was markedly reduced. Importantly, tumor cells harvested from mice exposed to PKF118–300 formed tumor grafts in only 3 of 20 mice transplanted with these cells some 2 weeks after tumors had already formed in 20/20 mice transplanted with vehicle-treated tumor cells. Our transplantation assay can detect single tumor cells in the bulk tumor cell population, which on average comprise ∼30% functional BTIC as established by limiting dilution cell transplantation assays [23]. Hence, our findings suggest that the frequency of BTIC comprising the tumors was dramatically reduced by inhibiting Wnt/Beta-catenin signaling in tumors [23]. Taken together these multiple lines of investigation suggest that antagonists of Wnt/Beta-catenin signaling target BTIC and provide proof-of-principle that eradicating these cells leads to durable breast cancer remission.

## Materials and Methods

### Care and treatment of animals

All mice used in these experiments were housed in a Canadian Council on Animal Care (CCAC)-approved facility at McMaster University. Mice were provided with food and water *ad libitum*. All animal experiments were conducted in accordance with the requirements of the CCAC.

### Tumor and mammary epithelial cell culture

The #3 and #4 mammary glands from virgin female FVB/N mice (6–8 weeks old) and mammary tumors were isolated as described previously [23], [56]. Mammospheres and tumorspheres were established from the bulk primary mammary epithelial and tumor cell population respectively as described previously [57]. Serial passage of the mammospheres and tumorspheres was accomplished by mechanically dissociated the cells from spheres using titruation and reseeding the dispersed cells into fresh medium. Passage of the spheres was limited to 3–5 serial passages before the cells were harvested and RNA prepared. To induce a differentiation program in mammospheres *in vitro,* intact mammospheres were collected by centrifugation, the spheres were dissociated and the dispersed cells were plated at a density of 150,000 cells/ml on rat-tail collagen (Roche, Basel, Switzerland) coated 60 mm Petri dishes [58], [59]. The cells were incubated for a week before they were harvested and used to prepare cellular RNA for analyses.

### RNA isolation and analyses

Total RNA was isolated from tumorspheres, mammospheres or mammospheres induced to differentiate using an RNAeasy mini prep kit (QIAGEN, Hilden, Germany) according to the manufacturer's protocol. RNA was quantified using spectrophotometic analyses (A_260 nm_/A_280 nm_) and it's quality assessed by gel electrophoresis. RNA from 3 independent tumorsphere, mammosphere, and mammospheres induced to differentiate cell populations was used to prepare cRNA probes for hybridization to MOE430A Gene Chips™ in accordance with manufacturer's protocols (Affymetrix, Santa Clara, California). Gene expression profiling data was analyzed using Genespring™. Gene expression values were normalized to the average expression of either mammospheres induced to differentiate or tumorspheres for each probe set to generate a heat map. When a gene was represented by multiple probe sets, the most highly differentially expressed probe set was chosen for display in the heat map. These data have been deposited in the gene expression omnibus (GEO, GSE32463). Independent RNA preparations from different populations of tumorspheres, mammospheres, or mammospheres induced to differentiate was also analyzed by quantitative RT-PCR using the mouse Wnt Signaling Pathway RT^2^ *Profiler™* (QIAGEN). Total cellular RNA was isolated using the RNAeasy mini prep kit (QIAGEN) and used as template for oligo-dT primed reverse transcription using SuperScriptII™ First Strand Synthesis (Invitrogen, Carlsbad, California) for quantitative RT-PCR The abundance of selected mRNA transcripts were determined (primer sequences available upon request) with quantitative RT-PCR using FastStart DNA Master SYBR Green I Kit on the Light Cycler (Roche) according to the manufacturer's protocol.

### Gene signature

Microarray and clinical data was downloaded from http://microarray-pubs.stanford.edu/wound_NKI/explore.html. The expression of Wnt/β-catenin signaling pathway genes was used to divide patients into related and unrelated Wnt/β-catenin signature groups as previously described [36].

### Sphere, colony, and *ex vivo* treatment assays

Sphere and colony forming assays were completed as previously described [23]. Dkk1 and Wnt3A were obtained from RnDSystems (Minneapolis, Minnesota). PKF118–310, PKF115–584 and CGP049090 were a gift from Novartis (Basel, Switzerland).

### IC_50_ calculations

The 50% inhibitory concentration (IC_50_) of compounds was calculated using GraphPad Prism5 software. X-axis values were X = Log(X) transformed and then fit with a dose-response curve. The DMSO vehicle control was included to aid IC_50_ calculation and was assigned a 1 nM concentration of the tested compound.

### *In vivo* compound administration

Freshly isolated primary tumor (100,000) cells were suspended in 50% Matrigel (BD, Franklin Lakes, New Jersey), 45% phosphate buffered saline pH7.4 (PBS) and 5% fetal bovine serum (FBS) [Invitrogen, Carlsbad, California], and the cells were injected subcutaneously between the shoulders into syngeneic 6–8 week-old female mice (FVB/N strain). Mice were monitored by palpation weekly for the occurrence of tumors. When tumors reached roughly 1 cm^3^, the mice were administered either the vehicle (0.1% DMSO) or PKF118–310 (0.85 mg/kg) dissolved in 0.1% DMSO by intra-tumoral injection for 5 consecutive days followed by a 2-day rest period before compound administration was repeated once. Tumor volume was measured twice weekly. At the end of the 12-day treatment cycle the mice were sacrificed and their tumors harvested for analysis. We found that tumors were invariably embedded in the fat pads of the number 2 mammary glands. Viable tumor cells (assessed by TrypanBlue staining) from vehicle- and compound-treated mice were isolated as described above and 10,000 cells were transplanted subcutaneously into syngeneic mice (n = 20, treated; n = 20, untreated).

### Histology and immuno-histochemical analysis

Paraformaldehyde fixed tumor fragments were embedded in paraffin, sectioned and stained with H&E. The tumor sections were de-paraffinized and rehydrated in ethanol (100-70% gradient) before immunofluorescent analysis. Antigen retrieval was performed in Antigen Unmasking Solution (Vector, Burlingame, California). Slides were blocked with 3% normal goat serum (Dako, Denmark) and incubated with primary antibodies for 2 hours at room temperature (Ki67, 1∶200 [ABCAM, Cambridge, Massachusetts]. Secondary antibodies (Invitrogen) were used at a 1∶200 dilution for 1 hour at room temperature.

How the deposited data were processed for this re-analysis (not part of the article)

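RNA of 3 tumorsphere cultures, 3 mammosphere preparations and 3 preparations of mammospheres induced to differentiate was measured on 9 MOE430A arrays. The tumorsphere cultures came from independent tumors. The paper calls the others separate preparations, and replicates are named here by their array codes because neither the labels nor the paper number them. The authors deposited 1 table of intensity values, 1 column per array, on a linear scale. The columns' quartiles lie close together without being identical and no value is at or below 0, so that the authors' values are already summarised and scaled, in a way that the paper's text does not state. The paper names GeneSpring for the analysis, and for its heat map it divided each probe set by the average of 1 group, a step that the deposited intensities do not include.

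The table holds 22690 probe sets, of which 64 are Affymetrix controls. By the platform's own table, 20380 of the others carry 1 gene symbol, 691 carry several and 1555 carry none. Entrez identifiers of 20351 matched the RefSeq gene table of GRCm38.p6, which was used for names alone, and no symbol had to be updated. The 12393 genes with a probe set of their own name entered the gene lists.

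Array medians ran from 84.0 to 88.6, and the largest gap between arrays at a quartile was 0.164 on the log2 scale, above the limit of 0.1 set for leaving the scaling as deposited. After addition of 8.67, log2 and quantile normalization, Spearman correlations across probe sets were 0.985 to 0.993 between tumorsphere arrays, 0.995 to 0.996 between mammosphere arrays and 0.990 to 0.995 between arrays of differentiated cells. The median SD of a probe set within a group was 0.0937, 0.0656 and 0.0879 in the same order. The first principal component took 60.9% of the variance and parted the differentiated cells from the others, and the second took 22.7% and parted tumorspheres from mammospheres.

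Group means were fitted to all 9 arrays with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), which leaves 6 residual degrees of freedom. P values are two-sided and adjusted by Benjamini-Hochberg over the 22626 probe sets of a comparison, with 0.05 as the threshold. There was no filter on dim probe sets. Of the 33 gene lists, 6 hold Wnt pathway genes and the others markers of cell types, metabolic pathways and signaling responses, each with the probe set of the highest mean per gene. They were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation and with fry. For the genes of the heat map, the probe set with the largest moderated F was taken, after the paper's rule of showing the probe set that differed most. The p values of the Fisher's exact tests are unadjusted. No prior choice is claimed for them or for the tests marked as chosen later. The lists, comparisons, other tests and alternatives were fixed before the data were examined.

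Genes are named by a rule fixed at the same time: per comparison the 10 largest rises and 10 largest falls among probe sets past the threshold whose groups do not overlap, the 2 largest rises and 2 largest falls among the called members of each list, every gene the paper names for Fig. 1 or Table 1, and Erbb2 in every array. Exceptions are marked where they stand.

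On simulated arrays with the real means and spreads, 77% of probe sets changed by 0.5 on the log2 scale and 93% of those changed by 1 were called between tumorspheres and mammospheres among 22626 probe sets, and all of these in the right direction. For tumorspheres against mammospheres induced to differentiate the shares were 80% and 94%. Of the unchanged probe sets, 12 and 10 were called in these comparisons, and 0 in the comparison without simulated changes. Alternatives were the values as deposited, centring on the median, a filter on dim probe sets, other pseudocounts, other settings of the variance model, array weights, only the groups compared, each array left out, other thresholds, other probe sets and other tests of the lists. The figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The RT-PCR measurements, the patient data and the inhibitor experiments of the paper were not used here.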

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

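The tests of scaling, of cell shares and of array runs in this part were chosen after the results were seen. The results stand here because the paper reports no array results for these lists, although it stains tumor sections for the luminal marker CK8 and for Ki67.

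The luminal epithelial list had a median log2 fold change of 1.78 for tumorspheres against mammospheres (12 of 15 genes higher, none lower, adjusted p = 2.1e-19 from camera, adjusted p = 0.0420 with an estimated correlation), and the luminal progenitor list had 0.82 (7 of 9 higher, adjusted p = 4.2e-12, adjusted p = 0.00921 with an estimated correlation). Against mammospheres induced to differentiate the luminal progenitor list had 0.52 (8 of 9 higher, adjusted p = 5.6e-08, adjusted p = 0.00994 with an estimated correlation).

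The choice of scaling applied here is argued against as the source of the luminal difference. Under 2 other scalings and in both comparisons the smallest median of the luminal epithelial list was 1.72. All of these start from intensities that the authors had already scaled, and the effect of that step was not tested. A lower share of epithelial cells in the mammosphere cultures stays open: macrophage medians were higher in tumorspheres by at least 0.21 (log2), less than the SD of 0.275 between tumorsphere arrays, while fibroblast and matrix genes (5 of 20 higher in mammospheres and 2 lower) and endothelial genes (4 of 12 higher, 0 lower) lost their calls with an estimated correlation (adjusted p = 0.103 and 0.262). Fewer epithelial cells of every kind would lower basal and myoepithelial genes in mammospheres as well, if both cultures otherwise held the same share of basal cells. That list had a median of 0.0327 for tumorspheres against mammospheres (1 of 15 higher, none lower, adjusted p = 0.131 from camera). It thus showed no such shift, but this cannot decide the question. By the paper, most cells in sections of vehicle-treated tumors carried the luminal marker alone, so that tumorspheres may hold fewer basal cells from the start. The fibroblast, matrix and endothelial counts ran with the explanation. The origin from mammary tumors stays open and was not tested on these arrays. The paper's luminal staining of tumor sections goes with it, but no such staining of spheres is reported. The run of the arrays cannot be told apart from the tumor origin of the spheres, since all 3 tumorsphere arrays lie in 1 run, and the median of 0.0217 for the list between the 2 mammosphere cultures, which share a run, is what either would give. Control signals differed between tumorspheres and mammospheres, with 7.54 to 8.64 and 5.71 to 6.91 for 18S (log2) and 10.06 to 10.27 and 9.61 to 9.74 for hybridization, but also within the run of the mammosphere arrays, since the differentiated cells had 6.95 to 10.11 and 9.98 to 10.72, lowest in array 862A.

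Cell cycle genes were highest in mammospheres and lowest after induced differentiation. The median log2 fold change of the list was -0.45 for tumorspheres against mammospheres (22 of 26 lower, none higher, adjusted p = 5.1e-16, adjusted p = 0.0195 with an estimated correlation), 0.68 for tumorspheres against mammospheres induced to differentiate (25 higher, adjusted p = 1.0e-19, adjusted p = 0.00994) and -1.09 for mammospheres induced to differentiate against mammospheres (25 lower, adjusted p = 3.6e-25, adjusted p = 0.0110). The choice of scaling applied here is argued against as the source, since under the 2 other scalings the median nearest to 0 for tumorspheres against mammospheres was -0.48. The authors' own scaling was not tested here either. Fewer dividing cells after 7 days of differentiation are a candidate explanation for the difference between the mammosphere cultures, which was not tested beyond these genes.

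The MAPK pathway output list, with the phosphatase gene Dusp6 among its members, had a median of 1.06 for tumorspheres against mammospheres induced to differentiate (10 of 12 higher, adjusted p = 5.6e-08, adjusted p = 0.00994 with an estimated correlation) and of -0.85 for mammospheres induced to differentiate against mammospheres (9 lower, adjusted p = 2.5e-06, adjusted p = 0.0242). The fatty acid synthesis list had a median of 0.68 for tumorspheres against mammospheres induced to differentiate (6 of 9 higher, adjusted p = 1.3e-06, adjusted p = 0.0136). The fibroblast and extracellular matrix list had a median of -0.80 in that comparison (14 of 20 lower, 3 higher, adjusted p = 5.0e-05, adjusted p = 0.0420).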

How the results depend on the processing

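No called result for a gene list or a named gene changed direction under another setting or without 1 array, and 30 values of other probe sets of a named gene did where at least 1 of the 2 probe sets was called. Of 1083 values of gene lists under other settings, 1000 kept their side of the threshold, 38 lost the call and 45 gained it. Without 1 array, 859 of 891 kept it. Among values kept on the side without a call, the sign turned in 46 and 31 for gene lists and in 14 and 30 for named genes, such as Id2 against mammospheres. For named genes 3320 of 3436 values kept their side under other settings, with 96 calls lost and 20 gained, and 3228 of 3510 without 1 array, with 265 lost and 17 gained. No paired analysis was possible because neither the labels nor the paper number replicates across the groups. With robust variance moderation the gene lists gave no value, since camera has no such setting.

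With array weights 5860 probe sets differed between tumorspheres and mammospheres, and 1766 moved the same way against both mammosphere cultures. At an adjusted p under 0.01 the 3 comparisons gave 1549, 3166 and 4456 probe sets and the overlap 533. With a change of at least 2-fold they gave 234, 705 and 824, as fewer pass by construction. For tumorspheres against mammospheres the balance turned, with 175 higher and 59 lower at 2-fold against 1471 and 1760 without that limit. In the other comparisons the 2-fold counts higher and lower were 385 and 320, and 346 and 478. Of the 12 tests of Wnt lists for tumorspheres, none was called with the settings reported, 2 with the values as deposited, 3 with arrays centred on the median, 2 with only the 2 groups compared, 1 with array weights, 2 with the probe set of the largest moderated F and 6 with fry. Of all 99 tests of gene lists, 36 were called, against 10 with an estimated correlation and 58 with fry. The cause was not tested.

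Without 1 array, the probe sets called ranged from 1866 to 4084 for tumorspheres against mammospheres, from 4311 to 5633 for tumorspheres against mammospheres induced to differentiate and from 5212 to 8353 between the mammosphere cultures. The overlap ranged from 698 to 1155, the Wnt lists called from 0 to 2 and the gene lists from 35 to 39. Heat map genes highest in tumorspheres ranged from 6, without array 858A, where the other probe set of Wnt7b differs most, to 11 without 1 array and from 7 to 11 under other settings. Leaving out the dimmest 40% of probe sets, where signal over background is least, removed Wnt5b and added Id2, and left 3 of 4 negative regulators highest after induced differentiation. For each comparison, of the 10 splits of its 6 arrays only the real 1 called as many probe sets, and the highest count of the others was 0, but 10 splits are too few for a share under 0.05.

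Other probe sets turned the direction of these log2 fold changes, called with at least 1 of the 2 probe sets, and the cause was not tested. A further 13 turned without a call on either side, such as Axin2 against mammospheres. Tumorspheres against mammospheres: Csnk1d -0.29, Dvl2 0.13, Lox -0.0528, Top2a 0.14, Scd2 0.28 and 0.94, Tcf4 0.0137 and 0.0217, Id2 0.72, Mitf 0.33, Gja1 0.42, Klf5 -0.0465 and Pttg1 0.10. Tumorspheres against mammospheres induced to differentiate: Krt14 -0.15, Lyz1 -0.0128, Egfl7 0.00190, Gfap 0.00713, Cyp51 -0.0427, Erbb3 -0.0359, Cldn1 -0.0911 and Klf5 -0.17. Mammospheres induced to differentiate against mammospheres: Csnk1d -0.22, Fzd7 0.0364, Fzd3 0.0457, Cldn3 -0.0576, Egfl7 -0.0846, Notch2 0.19, Cldn1 0.0306, Klf5 0.12 and Senp2 0.16.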

Differences from the paper's values

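The paper's text gives no numeric value of the arrays, and the colours of its heat map were not read, so that only directions are compared. The paper places many Wnt pathway genes of Fig. 1A highest in tumorspheres. Of the 21 measured components and targets, 8 were called highest in tumorspheres, 2 in mammospheres and 0 after induced differentiation, and 12 had their largest mean in tumorspheres. Among the 6 components, 2 were called highest in tumorspheres and 1 in mammospheres.

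For Axin2, which the paper places highest in tumorspheres, the largest mean was in mammospheres (log2 fold change -0.18, adjusted p = 0.345). With array weights, and without tumorsphere array 1101A, another Axin2 probe set differs most and is called highest in tumorspheres, at 0.28 and 0.31 against mammospheres. For cyclin D1, which the paper also places there, the mean was largest in tumorspheres but did not pass against mammospheres (0.29, adjusted p = 0.208). It passed with its 2 other probe sets (0.67 and 0.86), and with the same probe set under array weights (0.48, adjusted p = 0.0128). Without array 1101A the probe set that gave 0.86 differs most and is called highest in tumorspheres, at 1.09 (adjusted p = 1.4e-05), so that probe set and arrays change together there. Cd44 was called highest in tumorspheres, as in the paper.

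The paper names TCF4 among the components highest in tumorspheres. Tcf7l2 had its largest mean after induced differentiation (-0.26 for tumorspheres against it, adjusted p = 0.0540) and Tcf4 in mammospheres (-0.57, adjusted p = 0.00578). The paper places Wnt ligands and receptors there too. The ligands Wnt5b and Wnt7b were, although a further probe set of each did not pass against the differentiated cells, while Wnt2 had its largest mean in mammospheres (-0.85, adjusted p = 0.0247, with groups that overlap and a call lost in 6 of the alternatives). The receptor gene Fzd1 did not differ (0.0237, adjusted p = 0.938). Of the receptors the paper names from RT-PCR, Fzd6 was called highest in tumorspheres (0.64 and 0.41), as in the paper. However, its other probe set did not pass against the differentiated cells (0.24, adjusted p = 0.109). Fzd4 was called highest after induced differentiation, unlike in the paper's text. A second Fzd4 probe set ran the same way for tumorspheres against the differentiated cells but did not pass (-0.15, adjusted p = 0.0577). The paper's gene signature, also from RT-PCR, does list Fzd4 with the differentiated cells. Sfrp1, Sfrp2 and Dkk2 were highest after induced differentiation, as in the paper.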

Other observations

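Genes of milk proteins were higher in tumorspheres than in mammospheres, 4 of 11 measured (adjusted p = 2.7e-04 from camera, adjusted p = 0.0742 with an estimated correlation), and the same 4 were higher than after induced differentiation (adjusted p = 0.0293, adjusted p = 0.202). These were Csn3 at 5.08 and 6.33, Csn1s1 at 1.53 and 1.44, Mfge8 at 1.03 and 1.60, and Lalba, which was named after its values were seen. Of 9 hormone-sensing luminal genes, Gata3 at 1.66 and Prom1 at 1.03 were higher than in mammospheres (adjusted p = 0.00504, adjusted p = 0.171 with an estimated correlation). The luminal epithelial median was 1.68 against mammospheres induced to differentiate (adjusted p = 1.2e-10, adjusted p = 0.0812 with an estimated correlation). In single arrays that list, centred per gene, had medians of 0.68, 0.88 and 1.76 in tumorspheres, the last in array 1101A, and -0.68 to -0.46 in the 6 mammosphere arrays.

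Response and metabolic genes differed as well. Against mammospheres, 10 of 12 genes of the TGF-beta and YAP response were higher in tumorspheres (adjusted p = 1.3e-08, adjusted p = 0.0516 with an estimated correlation), led by Thbs1 at 2.08 and Ltbp2 at 2.06. Of 18 genes of glycolysis and the hypoxia response 10 were higher (adjusted p = 1.0e-09, adjusted p = 0.0516), led by Egln3 at 1.71 and Pfkl at 1.27. Of 15 cholesterol synthesis genes 6 were lower (adjusted p = 2.4e-06, adjusted p = 0.225), among them Msmo1 at -0.74. Fibroblast and matrix genes were 2 higher and 5 lower of 20 (adjusted p = 0.00321, adjusted p = 0.103), and of 12 endothelial genes 4 were lower (adjusted p = 0.00891, adjusted p = 0.262), among them Pecam1 at -0.61. Not called against mammospheres were the basal list (1 higher, 0 lower, adjusted p = 0.131), mammary stem cell markers (4 and 1, adjusted p = 0.104), mesenchymal genes (0 and 1, adjusted p = 0.131), adipocyte genes (0 and 2, adjusted p = 0.153) and fatty acid synthesis (4 and 2, adjusted p = 0.0582). The Notch list (4 and 1, adjusted p = 0.0577), ErbB receptors and ligands (2 and 0, adjusted p = 0.110), MAPK output (2 and 0, adjusted p = 0.779) and immediate early genes (3 and 0, adjusted p = 0.0680) were not called either. Nor were the lymphocyte, skeletal muscle, Schwann cell, interferon, MHC class I, MHC class II and Hedgehog lists, with adjusted p from 0.774 to 0.903.

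Against mammospheres induced to differentiate, tumorspheres had 6 of 16 Notch genes higher and 1 lower (adjusted p = 0.0243, adjusted p = 0.174 with an estimated correlation), led by Notch1 at 2.26, and 3 of 9 ErbB receptors and ligands higher and 1 lower (adjusted p = 0.0293, adjusted p = 0.221). MHC class I genes were higher, 5 of 9 (adjusted p = 3.3e-04, adjusted p = 0.0812), as were 6 of 13 immediate early genes (adjusted p = 0.00211, adjusted p = 0.275). Basal genes were 2 higher and 7 lower of 15 (adjusted p = 0.0166, adjusted p = 0.0995). Endothelial genes were lower, 7 of 12 (adjusted p = 0.00287, adjusted p = 0.202), and so were 3 of 8 adipocyte genes (adjusted p = 0.0406, adjusted p = 0.202). Scd1, of fatty acid synthesis, had the largest difference of its list at 3.45.

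After induced differentiation 7 of 15 basal and myoepithelial genes were higher than in mammospheres (adjusted p = 0.00309, adjusted p = 0.0900 with an estimated correlation), led by Tagln at 3.73 and Acta2 at 2.59. Glycolysis and hypoxia genes were 10 higher and 1 lower (adjusted p = 0.00448, adjusted p = 0.396), and Wnt receptors 6 higher and 3 lower of 16 (adjusted p = 0.0393, adjusted p = 0.668). MHC class I genes (0 higher and 5 lower, adjusted p = 0.00407, adjusted p = 0.191), cholesterol synthesis (1 and 7, adjusted p = 0.00597, adjusted p = 0.688) and fatty acid synthesis (1 and 4, adjusted p = 0.0183, adjusted p = 0.191) went mostly the other way. Dusp6 and Phlda1, of the MAPK output list, had -3.42 and -2.67.

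The genes the paper measured by RT-PCR on other RNA were also on the arrays, 18 of 21. Of these, 3 were called highest in tumorspheres and 5 after induced differentiation. The paper's text places Wnt7a, Wnt7b, Fzd4 and Fzd6 highest in tumorspheres by RT-PCR. Its gene signature, also from RT-PCR, instead lists Fzd4 with the differentiated cells, the direction seen on the arrays. On the arrays Fzd6 had 0.64 against mammospheres and 0.41 against mammospheres induced to differentiate (adjusted p = 5.9e-04 and 0.00538), Wnt7a 0.22 and -0.14 (adjusted p = 0.210 and 0.377), and Fzd4 -0.0780 and -1.11 (adjusted p = 0.662 and 4.3e-06). The paper places Frzb, Sfrp2 and Sfrp4 higher in the mammosphere cultures. On the arrays Frzb had 0.11 and 0.84 (adjusted p = 0.618 and 2.5e-04) and Sfrp4 0.14 and -0.31 (adjusted p = 0.455 and 0.0611). Slc9a3r1 had 0.75 and 0.59, Tle1 0.30 and 0.16, Myc 0.24 and 0.22, Porcn 0.0828 and -0.62, Senp2 -0.20 and 0.0961, and Nkd1 0.0173 and -0.22. Of these, Slc9a3r1 passed in both comparisons, Tle1 in the first, and Porcn and Nkd1 in the second. Another Slc9a3r1 probe set did not pass in the second (adjusted p = 0.0771), nor did another Fzd4 probe set (-0.15, adjusted p = 0.0577). With array weights Myc passed in both (adjusted p = 0.0117 and 0.0110) and Wnt7a in the first (adjusted p = 0.0398).

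Of 16 macrophage genes, 9 were higher in tumorspheres than in mammospheres, and the call of the list was lost with an estimated correlation (adjusted p = 0.270). The hypothesis that RNA of macrophages was carried in these cultures was tested after the result was seen. Of the 16 members, 15 had their highest tumorsphere value in the same array, 1100A, against a median of 7 and a 99th percentile of 11 in 10000 random lists. Macrophage RNA that differs in amount between the cultures would give this pattern. However, genes of a random list are not chosen to vary together, whereas the correlation estimated for this list was 0.725. Any list with such a correlation could exceed the random lists, so this comparison cannot decide for macrophage RNA. None of the 16 belongs to another list, and the paper describes no sort of these cells. How many of them mammary epithelial cells also express was not determined. Lyz2 had mean log2 intensities of 9.63, 7.34 and 8.14 in tumorspheres, mammospheres and differentiated cells. Against the differentiated cells 5 of the 16 were higher (adjusted p = 0.0191, adjusted p = 0.642 with an estimated correlation).

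Of the probe sets, 666 were higher in tumorspheres than in both mammosphere cultures, where 180 come by chance if the comparisons were independent, and 331 were lower than in both, where 201 come. The 2 comparisons share the 3 tumorsphere arrays. In arrays simulated without differences the correlation of the 2 fold changes was 0.498, against 0.286 observed. Their covariance went the other way, with 0.00515 simulated and 0.0345 observed. The overlap in the simulated arrays was 0, but hardly any probe set passes without differences. It therefore gives no measure for the 666 and 331. The 3 shared arrays were not divided between the comparisons, so how much of the overlap comes from sharing them was not tested.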
